# Retinal Expression of Wnt-Pathway Mediated Genes in Low-Density Lipoprotein Receptor-Related Protein 5 (Lrp5) Knockout Mice

**DOI:** 10.1371/journal.pone.0030203

**Published:** 2012-01-17

**Authors:** Jing Chen, Andreas Stahl, Nathan M. Krah, Molly R. Seaward, Jean-Sebastian Joyal, Aimee M. Juan, Colman J. Hatton, Christopher M. Aderman, Roberta J. Dennison, Keirnan L. Willett, Przemyslaw Sapieha, Lois E. H. Smith

## Abstract

Mutations in low-density lipoprotein receptor-related protein 5 (Lrp5) impair retinal angiogenesis in patients with familial exudative vitreoretinopathy (FEVR), a rare type of blinding vascular eye disease. The defective retinal vasculature phenotype in human FEVR patients is recapitulated in Lrp5 knockout (*Lrp5^−/−^*) mouse with delayed and incomplete development of retinal vessels. In this study we examined gene expression changes in the developing *Lrp5^−/−^* mouse retina to gain insight into the molecular mechanisms that underlie the pathology of FEVR in humans. Gene expression levels were assessed with an Illumina microarray on total RNA from *Lrp5^−/−^* and WT retinas isolated on postnatal day (P) 8. Regulated genes were confirmed using RT-qPCR analysis. Consistent with a role in vascular development, we identified expression changes in genes involved in cell-cell adhesion, blood vessel morphogenesis and membrane transport in *Lrp5^−/−^* retina compared to WT retina. In particular, tight junction protein claudin5 and amino acid transporter slc38a5 are both highly down-regulated in *Lrp5^−/−^* retina. Similarly, several Wnt ligands including Wnt7b show decreased expression levels. Plasmalemma vesicle associated protein (plvap), an endothelial permeability marker, in contrast, is up-regulated consistent with increased permeability in *Lrp5^−/−^* retinas. Together these data suggest that Lrp5 regulates multiple groups of genes that influence retinal angiogenesis and may contribute to the pathogenesis of FEVR.

## Introduction

Familial exudative vitreoretinopathy (FEVR) is a rare hereditary eye disease with abnormalities in retinal vascular development [1]. Retinal blood vessel development in humans normally starts during the fourth month of gestation and is completed just before birth [2], [3]. Infants with FEVR, in contrast, are born with an incomplete retinal vasculature, leaving the peripheral retina avascular. At the same time, hyaloid vessels, an embryonic ocular vascular bed that normally regresses after birth, persists in FEVR patients [4]. In the most severe cases of FEVR, blindness results from tractional retinal detachments as a consequence of hypoxia-induced neovascularization secondary to incomplete retinal vascularization. Similar abnormalities in retinal vasculature are also observed in patients with X-linked Norrie disease [5], [6].

Genetic studies have linked FEVR, Norrie disease and Coats' disease with mutations in genes encoding components of the Wnt signaling pathway, known to be involved in development and disease [7], [8], [9]. Low-density lipoprotein receptor-related protein 5 (Lrp5), a Wnt co-receptor, is implicated in both autosomal dominant and recessive forms of FEVR [10], [11]. In addition, the Wnt receptor frizzled4 is linked to autosomal dominant FEVR [12], [13], and the Wnt ligand Norrin is associated with Norrie disease, Coats' disease and X-linked recessive FEVR [14], [15], [16]. Canonical Wnt signaling starts with binding of Wnt ligands, a group of small proteins to an activated Wnt receptor complex composed of Frizzled and Lrp5/6. Wnt ligand binding stabilizes β-catenin in the cytoplasm of the activated cell from where it translocates to the nucleus and binds nuclear T-cell factor/lymphoid enhancer factor (TCF/LEF) to control activation of Wnt-responsive genes [8].

The ocular phenotype of human FEVR disease is replicated in Lrp5 deficient mice [17], [18]. In addition, *Lrp5^−/−^* mice also have low bone density and persistent embryonic hyaloid vessels in the eye [17], [18], recapitulating human autosomal-recessive osteoporosis-pseudoglioma syndrome (OPPG), a form of FEVR. In contrast to humans, retinal vasculature in mice develops postnatally which makes the *Lrp5^−/−^* mouse a useful experimental model for studying Wnt signaling and the pathogenesis of FEVR [19], [20]. Similar to human FEVR patients, the retina of *Lrp5^−/−^* mice displays delayed vessel growth in the peripheral retina [21] and lack of deep layers of retinal capillary networks [19], [20]. Inadequate vascularization in the retina contributes to the subsequent formation of hypoxia-driven microaneurysm-like vascular lesions [22], also mimicking those observed in human FEVR patients. As additional proof that the Wnt pathway is important in the pathologic events leading to FEVR, delayed and incomplete retinal vascular development is also observed in *Norrin^−/−^* and *Frizzled4^−/−^* mice [16], [23] which lack other elements of the Wnt pathway.

The purpose of this study is to analyze gene expression changes triggered by the absence of Wnt signaling in *Lrp5^−/−^* mouse retinas. Analysis of gene expression in a mouse model of FEVR is important considering that there is no human retinal expression data available in FEVR patients. Since *Lrp5^−/−^* retinas lack the Lrp5-mediated activation of Wnt-responsive genes, any differentially regulated genes identified between WT and *Lrp5^−/−^* mouse can be potential mediators of Wnt-driven regulation of retinal blood vessel growth. Detailed analysis of these differentially regulated genes therefore has the potential to help elucidate the molecular events leading to the defective retinal vascular phenotype observed in human FEVR patients.

## Results

### Delayed retinal vascular development and persistent hyaloid vessels in Lrp5^−/−^ mice

Characterization of *Lrp5^−/−^* retinas revealed delayed outgrowth of the superficial capillary network at P8 with retinal vessels covering 69.3±2.7% of the total retinal area, compared with 92.2±1.5% in WT retinas (n = 5–10 per group; *p*≤0.0001, **Fig. 1A**), suggesting that loss of Lrp5 causes delayed retinal vascular growth, similar to that seen in *Norrin^−/−^* and *Frizzled4^−/−^* retinas [21], [23]. As the retinal vasculature develops, hyaloid vessels, an embryonic vascular bed that provides nutrients to the developing lens, normally regress after birth. In *Lrp5^−/−^* eyes, however, persistent hyaloid vessels are seen at P8 compared with WT retina (**Fig. 1B**), suggesting a defect in hyaloid regression in the absence of Lrp5.

**Figure 1:**
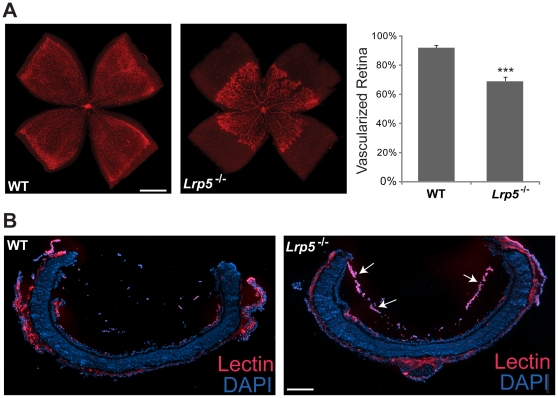
Delayed development of the superficial retinal vasculature and persistent hyaloid vessels in *Lrp5* null mice. (A) Left: retinal whole mounts stained with isolectin B_4_-594 from WT and *Lrp5* null mice at post-natal day (P) 8. Right: quantification of vascularized retinal area in WT and *Lrp5* null mice at P8. n = 5–10 per group, ***p<0.001. (B) Retinal cross sections of WT mice and *Lrp5* null mice at P8 stained for endothelial cells with isolectin B_4_-594 (red) and cell nuclei (DAPI, blue). Arrows indicate persistent hyaloid vessels in *Lrp5* null retina. Scale bars: 500 µm.

### Defective retinal vasculature and lack of deep layer vascular networks in Lrp5^−/−^ retina

At P12, *Lrp5^−/−^* retinas start to develop dilated vessels with enlarged microaneurysm-like lesions in the superficial layer (**Fig. 2A**). Progression of these lesions is seen at P17 (**Fig. 2A**), and the lesions persist into adulthood [22]. Development of intermediate and deep retinal capillary networks in inner and outer plexiform layers normally begins around P8 and is completed by P21 in WT mice. However, *Lrp5^−/−^* retinas fail to form these deeper layers of capillary vessels, as shown in retinal cross sections of adult mice (**Fig. 2B**). A similar absence of the retinal vascular network has also been reported in homozygous *Lrp5^r18^* mice with frame shift mutation [19], [20], suggesting that Lrp5 is required for sprouting angiogenesis in the deep layers of the retinal capillary bed.

**Figure 2:**
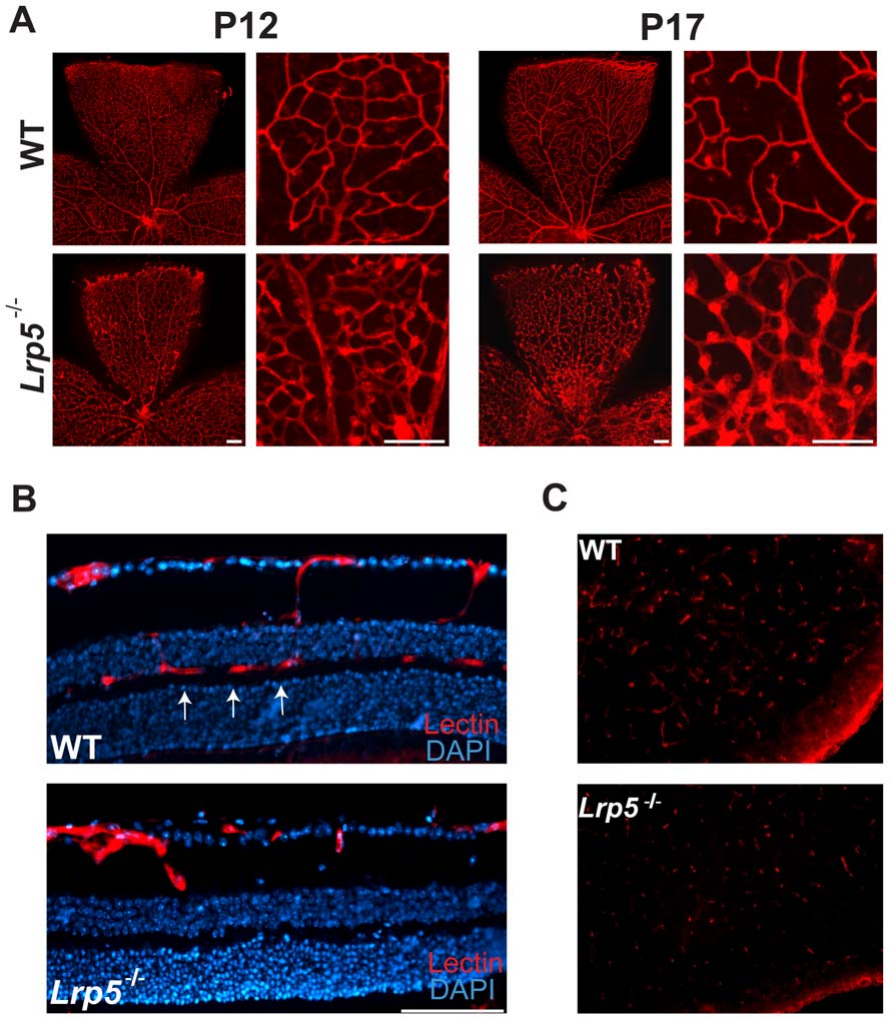
Abnormal vascular development in the inner and outer retina and forebrain of *Lrp5* null mice. (A) Retinal whole mounts of WT and *Lrp5* null mice stained for endothelial cells with isolectin B_4_-594 at P12 and 17. Enlarged images highlight the abnormal vessel growth in the *Lrp5* null retina. (B) Retinal cross sections from P30 WT and *Lrp5* null mice stained for endothelial cells with isolectin B_4_-594 (red) and cell nuclei with DAPI (blue). Arrows indicate deep layers of retinal vasculature which is present in WT retina but absent in *Lrp5* null retina. (C) Cross sections of the forebrain from P8 WT and *Lrp5* null mice with endothelial cells stained with isolectin B_4_-594. Scale bar: 100 µm.

### Decreased vascular density in Lrp5^−/−^ brain

The decreased vascular growth in the retina likely reflects reduced overall vascular density in the central nervous system. We stained brain sections from *Lrp5^−/−^* and WT mice with isolectin to assess brain vessel density. At P8, vascular density in the forebrain is less in *Lrp5^−/−^* mice compared with wild type mice (**Fig. 2C**). Defective CNS angiogenesis is also observed in *Frizzled4^−/−^* mice [16], as well as in *Wnt7a^−/−^* and *Wnt7b^−/−^* mice with disruption of Wnt signaling [24], [25], suggesting that the Wnt signaling pathway is critical for blood vessel growth in the central nervous system. This agrees with the clinical observations in Norrie disease patients with vascular defects in the cerebellum, impaired motor skills and mental retardation [6].

### Expression of Lrp5, Norrin, Frizzled4 and Disheveled during development of wild type retina

To understand the temporal expression of Wnt ligands and receptors in the retina, we assessed expression levels of the Wnt ligand Norrin as well as expression of the receptors Frizzled4 and Lrp5 during normal development in wild type mouse retina. From P1 to P17, *Lrp5* mRNA expression decreases (**Fig. 3A**), consistent with a role for Lrp5 during neovessel development as opposed to expression in mature vessels [22]. In contrast, the expression level of Wnt receptor *Frizzled4* tends to increase as the retina develops (**Fig. 3B**). *Norrin* expression levels, on the other hand, remains relatively unchanged from P1 to P17 (**Fig. 3C**). These changes may reflect complex interactions between multiple Wnt ligands and receptors that occur during retinal development. Other Wnt ligands such as Wnt7b, and Frizzled receptors other than Frizzled4, eg. Frizzled5, are also important for vascular and neuronal development in the eye, and may interact with Lrp5 [26], [27]. In addition, Norrin and Frizzled4 may also bind Lrp6, another Wnt co-receptor with essential functions for eye development [28]. Moreover, we also assessed expression of disheveled (Dvl), a cytoplasmatic phospho-protein that is required for Wnt signaling. Dvl2 shows remarkably similar decreasing expression pattern as Lrp5, while as Dvl1 and Dvl3 does not show substantial changes during development (**Figure 3D, E, F**).

**Figure 3:**
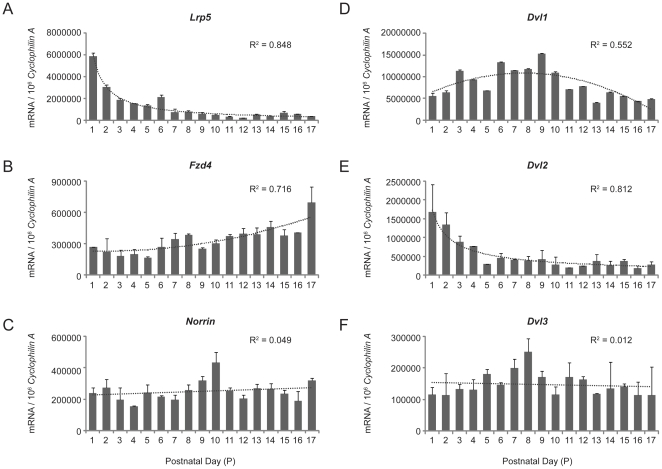
Expression levels of *Lrp5*, *Norrin*, *Frizzled4* and *Dvl* mRNA during retinal development in wild type mice. Quantification of mRNA (A) *Lrp5*, (B) *Norrin*, (C) *Frizzled4*, (D) *Dvl1*, (E) *Dvl2*, and (F) *Dlv3* was performed with RT-qPCR during normal retinal development from P1-P17. Expression levels were normalized against house keeping gene *Cyclophilin A*. Trend lines were fitted with polynomial, linear or power regression.

### Differential expression of retinal genes in Lrp5^−/−^ eye

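Retinal RNA from 3 mice labelled Lrp5−/− and 3 WT mice at postnatal day 8 was hybridized, 1 mouse per array, to an Illumina mouse BeadChip that carries 45281 probes. The Lrp5 probes ILMN_1231731, ILMN_2729431 and ILMN_2729433 were undetected on every array, those of WT retinas included, so the values of Lrp5 rest on 1 probe. The probe of Lrp5 that passed the filter (ILMN_2942097) had a normalized signal of 95.4 ± 3.96 (SD, n = 3 mice) in the retinas labelled Lrp5−/− and 54.1 ± 6.57 (SD, n = 3) in WT retinas, where it was above background on 1 of 3 arrays. Its log2 fold change was 0.82 (standard error 0.11, adjusted p = 0.0127 from limma), a direction opposite to the label of a null allele. On single arrays the signal was 99.2, 91.3 and 95.7 in the retinas labelled Lrp5−/− and 46.8, 59.5 and 56.1 in the WT retinas. With signals scaled to a common median the log2 fold change was 0.69 and the groups stayed apart, but the call was lost (adjusted p = 0.243). The position of this probe relative to the deleted part of the gene is not known here, and a probe outside that part does not check the label. The groups are therefore named by their labels, and each fold change is the retinas labelled Lrp5−/− over the WT retinas. The paper's RT-qPCR of retinas of the same genotypes and age gives Cldn5, Slc38a5, Gja1, Mfsd2a and Sox18 as lower, Vwf as lower by trend and Plvap as higher (Figure 5), the directions of the arrays, and did not show the increase of Emp1; this does not settle the labels. The authors scanned the arrays, carried out quality control and background analysis in Bead Studio and normalized the signals between arrays with the rank invariant algorithm. Before normalization the mean signals were 313, 319 and 314 in the retinas labelled Lrp5−/− and 199.97, 431 and 304 in the WT retinas. WT replicate 1, the dimmest array, had 18167 probes with a detection p under 0.05, against 20286 to 21388 on the other arrays. In the re-analysis, log2 of the normalized signal was compared between the groups with limma, with a Benjamini-Hochberg adjustment over the probes above background. The number of arrays limits the precision, and an exact permutation test of 3 mice against 3 cannot give a two-sided p below 0.1.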

To assess candidate genes differentially expressed in *Lrp5^−/−^* retinas, we examined a gene expression microarray (Illumina mouse-6 expression BeadChip) of P8 *Lrp5^−/−^* retinas and WT control retinas (n = 3 per group). P8 is chosen because the development of deeper retinal vessel networks, defective in *Lrp5^−/−^* retina, begins at P8. 

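Marker genes of the neural retina were mostly above background in these retinas. With a detection p under 0.05 in at least 3 of the 6 arrays, 20721 probes were expressed, of which 17584 carry a single gene symbol, for 11097 genes. Of the marker genes, 20 of 24 listed rod photoreceptor genes, 13 of 14 cone photoreceptor genes, 19 of 22 Müller glia genes and 16 of 20 retinal ganglion cell genes had an expressed probe. Of 37 genes expressed throughout endothelium, 25 had an expressed probe, and of 31 genes of barrier-forming endothelium, 16 did. A requirement for detection in all 6 arrays left 17193 probes.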

Among ∼45,000 probe sequences on the array, 11,790 expressed probes were detected. After initial quality control, background analysis and normalization with Bead Studio software, the array data was further analyzed using the SAM program (Significant Analysis of Microarray) [29]. Using p<0.05 and a 1.3 fold change cutoff between gene expression in *Lrp5^−/−^* compared to WT retinas with an estimated false discovery rate of ∼19%, we identified 80 genes down-regulated and 13 genes up-regulated. These genes were grouped using Gene Ontology and the most significantly regulated gene groups are summarized in **Table 1**. 

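Most of the genes that changed were lower in the retinas labelled Lrp5−/−. At an adjusted p under 0.05 from limma, 18 probes of 17 genes were lower and 6 probes of 6 genes were higher. For each of these 24 probes the values of all 3 mice of one group lay beyond all 3 of the other, as for 10.7% of all expressed probes, where chance gives 10%. The lower genes included the adhesion receptor Adgrl4, the endothelial lectin-like receptor Cd93, the iron exporter Slc40a1 and the basement membrane collagen Col18a1. Among the higher genes were Gpihbp1, the capillary protein that binds lipoprotein lipase, and Esm1, a marker of endothelial tip cells. Both were undetected on all WT arrays, so only a bound can be given: Gpihbp1 was at least 1.29-fold higher (adjusted p = 0.0302) and Esm1 at least 1.29-fold higher (adjusted p = 0.0354). At an unadjusted p under 0.05 and a fold of at least 1.3, 118 probes were lower and 54 were higher. In all, 1006 of the 20721 probes (4.85%) had an unadjusted p under 0.05, where chance gives 5%. The WT array of low brightness weighed on these counts: without WT replicate 1, 62 probes were lower and 23 higher at the adjusted threshold, and without any other single array 9 or 10 were lower and 1 to 3 higher. Of the 24 probes, 8 were past the threshold in all 6 such fits. Scaling to a common median gave 9 lower and 1 higher at the adjusted threshold, and non-normalized signals gave 2 and 0. At the unadjusted threshold with 1.3-fold, background correction with quantile normalization (neqc) gave 262 lower and 266 higher, non-normalized signals 28 and 5, and 50 added to each signal 59 and 16.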

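Genes of the endothelium were lower as a group in the retinas labelled Lrp5−/−. Of 25 expressed pan-endothelial genes, 3 were lower and none was higher at an adjusted p under 0.05 (20 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.46. The members lower when adjusted over the list alone included Robo4 (log2 fold change -0.63), a receptor of vascular stability, and Pecam1 and Cdh5, which join endothelial cells, and the sialomucin Emcn was the higher one (0.25). The list shifted downward relative to the other expressed genes (camera, adjusted p = 1.3e-33; adjusted p = 0.0440 with an estimated correlation). Of 16 genes of barrier-forming endothelium, 6 were lower and none higher (9 lower adjusted over the list alone; camera, adjusted p = 1.7e-24; adjusted p = 0.0440 with an estimated correlation). With an estimated correlation and any 1 array left out, the pan-endothelial call was lost (camera, adjusted p from 0.078 to 0.124). The barrier call was then lost too, except without WT replicate 3 (adjusted p = 0.0496). The genes of Tables 1 and 2 were chosen on these arrays, so their direction is not independent evidence. Among them are 11 of the 25 pan-endothelial genes, with all 3 called ones, and 6 of the 16 barrier genes, with 5 of the 6 called ones. Without the genes of these tables, an alternative chosen after seeing the data, 14 pan-endothelial genes had a median of -0.32, with 8 lower and 1 higher adjusted over the list alone (camera, adjusted p = 8.7e-11), and 10 barrier genes had a median of -0.19, with 3 lower (camera, adjusted p = 9.5e-06). Both calls were then lost with an estimated correlation (adjusted p = 0.178 for each). Of the genes that the paper groups in Table 1, 4 of 6 measured membrane transporters were lower, 3 of 11 measured cell adhesion genes were lower and 2 higher, and 1 of 6 measured blood vessel genes was lower. Adjusted over each list alone, all of their members passed: 6 lower transporters, 9 lower and 2 higher adhesion genes, and 6 lower blood vessel genes. Slc40a1 fell by 1.14 on the log2 scale (standard error 0.15, adjusted p = 0.0171), Slco2b1, an organic anion transporter, by 0.92 (standard error 0.14, adjusted p = 0.0347), Cd93 by 0.90 (standard error 0.13, adjusted p = 0.0302) and Col18a1 by 0.85 (standard error 0.13, adjusted p = 0.0314), while a dimmer expressed probe of Col18a1 (ILMN_2937542) had a log2 fold change of -0.13. None of these 4 stayed past the threshold in every fit without a single array. Lists of rod, bipolar, amacrine and horizontal, ganglion cell, Müller glia and microglia genes held no gene past the threshold. Without WT replicate 1, rod genes as a list shifted downward (camera, adjusted p = 2.2e-07, against 0.0604 with all arrays). Bipolar (adjusted p = 0.0222) and microglia genes (0.0247) then did so too. With an estimated correlation these calls were lost (adjusted p = 0.284 for rod genes, 0.596 with all arrays, and 0.474 for bipolar and for microglia genes). Genes of the retinal pigment epithelium and melanocytes, which adhere to a dissected retina, had a median log2 fold change of -0.41 over 11 expressed genes (camera, adjusted p = 0.00237; adjusted p = 0.367 with an estimated correlation; 0.0572 without Lrp5−/− replicate 2 and 0.209 without WT replicate 3). Genes of cornea, ciliary body and muscle, tissues next to the retina, had a median of -0.10 over 8 expressed genes, none past the threshold alone (camera, adjusted p = 0.0318; adjusted p = 0.165 with an estimated correlation), and this call was lost without any single array other than Lrp5−/− replicate 2 (adjusted p up to 0.0777).

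**Figure D1:**
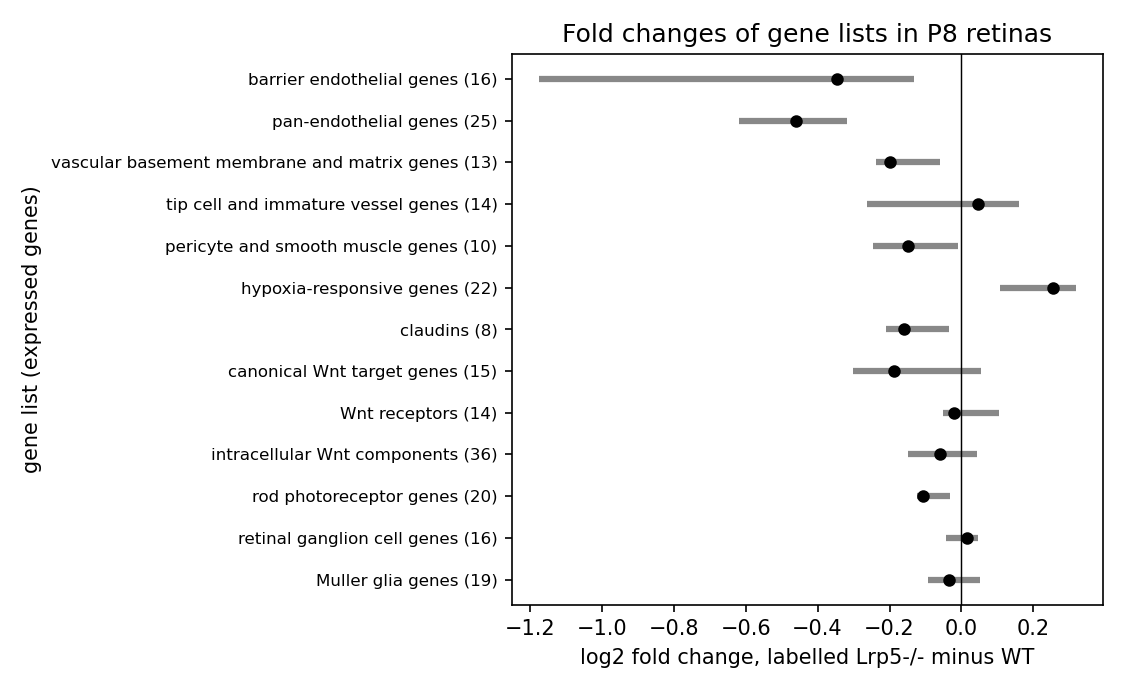
Median log2 fold change (points) and range from the 25th to the 75th percentile (bars) of the expressed genes of 13 lists, in retinas labelled Lrp5−/− over WT retinas, with the number of expressed genes of each list in brackets. The medians of the pan-endothelial and barrier endothelial genes lie at -0.46 and -0.34, that of the hypoxia-responsive genes at 0.25, and those of rod, ganglion cell and Müller glia genes between -0.11 and 0.01.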

Among the most altered are cell adhesion molecules, membrane transporters, and molecules involved in blood vessel growth and morphogenesis. Tight junction protein claudin5 (Cln5), an endothelial specific protein that plays a critical role in maintaining blood retinal barrier (BRB) [30], is significantly down-regulated about 9 fold in *Lrp5^−/−^* retina. 

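Claudin 5 (Cldn5) had the smallest p of all expressed probes. Its probe (ILMN_1241293) had a normalized signal of 77.3 ± 7.95 (SD, n = 3 mice) in the retinas labelled Lrp5−/− and 693 ± 90.4 (SD, n = 3) in WT retinas, a fold of 8.95. The log2 fold change was -3.16 (standard error 0.12, adjusted p = 3.6e-07 from limma), and the lowest WT retina, at 613.7, lay above the highest retina labelled Lrp5−/−, at 86.2. The background is not subtracted from these signals, and undetected probes had a median of 39.6 to 45.4, which lowers the fold of a probe this close to background. With background correction the fold was 14.8, and with 50 added to each signal it was 5.82.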

Slc38a5 (solute carrier family 38, member 5), a system N sodium-coupled amino acid transporter, is similarly down-regulated 7 fold. 

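Slc38a5 fell by 2.81 on the log2 scale in the retinas labelled Lrp5−/− (standard error 0.15, adjusted p = 8.4e-06 from limma). Its probe (ILMN_2649773) had a normalized signal of 60.6 ± 4.88 (SD, n = 3 mice) against 431 ± 98.9 (SD, n = 3) in WT retinas, a fold of 6.99, and was above background in 2 of the 3 retinas labelled Lrp5−/−. The fold was 13.8 with background correction and 4.29 with 50 added to each signal. It was the one gene past the threshold among 25 expressed amino acid carriers of the solute carrier families, also when adjusted over the list alone. Slc38a3, another system N transporter, had a log2 fold change of -0.27 (adjusted p = 0.987), and the taurine transporter Slc6a6 one of -0.40 (adjusted p = 0.756). The carriers as a list had a median log2 fold change of -0.03 (camera, adjusted p = 0.0540). The list passed downward with quantile normalization (adjusted p = 0.0466), median scaling (adjusted p = 0.0299) and no normalization (adjusted p = 0.000307), and not with an estimated correlation (adjusted p = 0.222) or with the genes of Tables 1 and 2, such as Slc38a5, left out (adjusted p = 0.317).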

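Mfsd2a, the lipid transporter of barrier-forming endothelium that the paper calls Mfsd2, was lower in the retinas labelled Lrp5−/− by 3.26-fold. Its probe (ILMN_1225764) had a normalized signal of 80.4 ± 3.11 (SD, n = 3 mice) against 262 ± 10.4 (SD, n = 3), a log2 fold change of -1.71 (standard error 0.09, adjusted p = 6.3e-06 from limma). On non-normalized signals its log2 fold change was -1.67 and the call was lost (adjusted p = 0.356). Gja1, which encodes connexin 43 of astrocyte and vascular gap junctions, had a signal of 430 ± 168 (SD, n = 3) against 881 ± 128 (SD, n = 3). Its log2 fold change of -1.09 (standard error 0.21) did not pass over all probes (adjusted p = 0.134). Replicate 3 of the retinas labelled Lrp5−/− lay above the other 2, and without that array the log2 fold change was -1.39 (adjusted p = 0.00674). Gja1 passed over all probes in no other recomputed fit. Sox18, a transcription factor of endothelial differentiation, had a signal of 82.4 ± 3.44 (SD, n = 3) against 114 ± 8.67 (SD, n = 3), a log2 fold change of -0.46 (standard error 0.09, adjusted p = 0.155). Of the recomputed fits, it passed over all probes only with array weights (adjusted p = 0.0374). The values of all 3 retinas labelled Lrp5−/− lay below those of all 3 WT retinas for each of these 3 genes, which chance gives for 10% of probes in either direction together. Gja1 and Sox18 passed the threshold when adjusted over the list of pan-endothelial genes (Sox18) or of gap junction genes (Gja1) alone.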

Other mRNAs down-regulated in *Lrp5^−/−^* retinas include major facilitator superfamily domain containing 2 (Mfsd2) (∼3 fold), gap junction membrane channel protein alpha 1 (Gja1) (∼2 fold) and transcription factor Sox18 (∼1.4 fold). 

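Plvap and Emp1 were higher in the retinas labelled Lrp5−/−. The probe of Plvap (ILMN_2984110) had a normalized signal of 179 ± 15.9 (SD, n = 3 mice) against 101 ± 1.13 (SD, n = 3) in WT retinas, a log2 fold change of 0.83 (standard error 0.09, adjusted p = 0.00460 from limma). Emp1, which encodes a tetraspan membrane protein, had a signal of 298 ± 14.5 (SD, n = 3) against 142 ± 14.3 (SD, n = 3), a log2 fold change of 1.08 (standard error 0.10, adjusted p = 0.00138), and it was past the threshold in every fit without a single array. Plvap lost its call without the retina labelled Lrp5−/− replicate 2 (log2 fold change 0.77, adjusted p = 0.0583) and with signals scaled to a common median (0.81, adjusted p = 0.0760). In the paper's RT-qPCR Plvap was higher, while the increase of Emp1 was not seen. The paper proposes that Emp1 is a likely false positive of the array. Both genes lost their calls on non-normalized signals (adjusted p = 1 for Plvap), with log2 fold changes of 0.85 for Plvap and 1.14 for Emp1. Of 14 expressed genes of tip cells and immature vessels, 2 were higher and none was lower at an adjusted p under 0.05, and 3 were higher and 4 lower when adjusted over the list alone (median log2 fold change 0.05). Plvap, Adm and Aplnr of this list are in the paper's tables, which were chosen on these arrays.

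**Figure D2:**
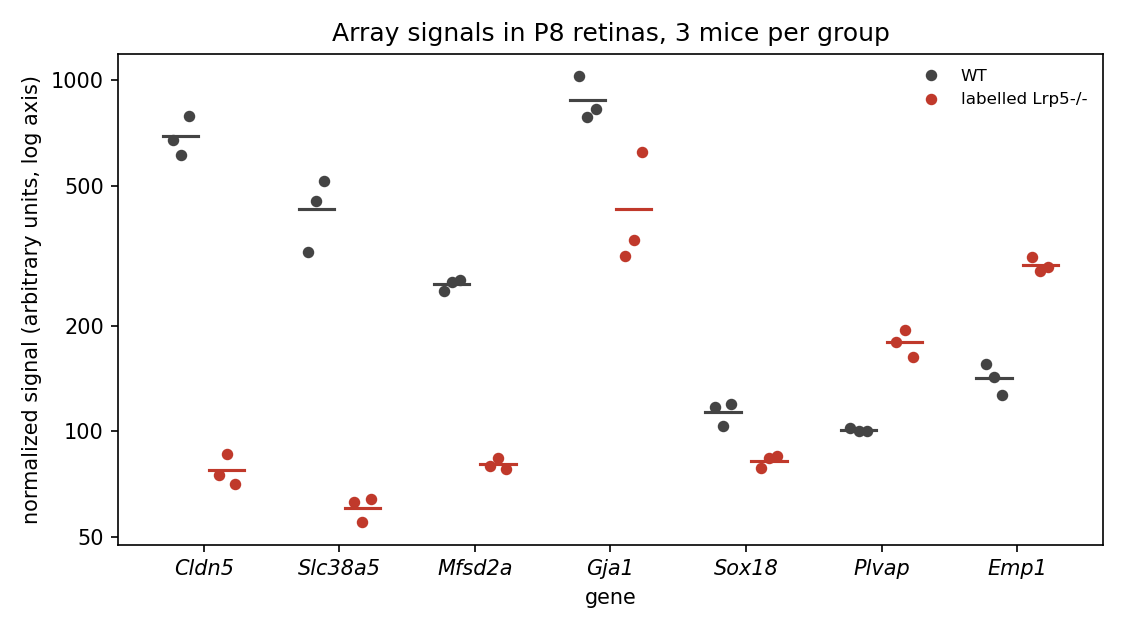
Normalized array signal (log axis, arbitrary units) of 7 genes in 3 WT retinas and 3 retinas labelled Lrp5−/− at postnatal day 8. Each point is 1 mouse and each line the mean of the 3. The groups do not overlap for any of the 7 genes, and the means of Cldn5 lie at 77.3 and 693.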

Two mRNAs significantly up-regulated in *Lrp5^−/−^* retinas are plasmalemma vesicle associated protein (Plvap), a marker for fenestrated blood vessel associated with increased vascular permeability [31], [32], and epithelial membrane protein 1 (EMP1). To illustrate expression levels of identified genes, heat maps were generated for claudin family proteins, membrane transporters, cell adhesion proteins and blood vessel growth factors (**Fig. 4**). 

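Of 22 listed claudin genes, 8 had an expressed probe at postnatal day 8, and 1 of them, claudin 5, was lower in the retinas labelled Lrp5−/−, also when adjusted over the list alone. None of the 7 other expressed claudins passed the test, with log2 fold changes of -0.25 for Cldn10 (adjusted p = 0.987), -0.20 for Cldn9, -0.17 for Cldn1, -0.15 for Cldn15, -0.04 for Cldn12, 0.03 for Cldn23 and -0.01 for Cldn11. Cldn2, Cldn3, Cldn4, Cldn6, Cldn7 and Cldn8 were not above background in at least 3 arrays, so no fold change is given for them. The list as a whole lay lower than the other expressed genes by camera (adjusted p = 0.000331), a call lost with an estimated correlation (adjusted p = 0.0555), with a median log2 fold change of -0.16. Without the genes of Tables 1 and 2, here Cldn5, the call was lost as well (adjusted p = 0.148).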

Among 10 members of the claudin family of genes, only Cln5 is significantly regulated in the absence of Lrp5. The down-regulation of tight junction protein Cln5 and increased expression of Plvap are consistent with the observed increased vascular permeability in *Lrp5^−/−^* retinas [20], [22]. It is important to note that several of the most significantly regulated genes (Cln5, Scl38a5, Mfsd2, Plvap) are also similarly regulated in *Norrin^−/−^* retinas [33] (**Table 2**), suggesting the possibility that the related retinal vascular phenotype observed in *Lrp5^−/−^* and *Norrin^−/−^* mice is mediated by common molecular mechanisms in the absence of different Wnt signaling pathway components.

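Other proteins of the tight junction moved less than claudin 5. Of 12 expressed genes of this list, which leaves out the claudins, none passed an adjusted p under 0.05 from limma over all probes, and 1, Esam, was lower when adjusted over the list alone. The list had a median log2 fold change of -0.10 and shifted downward by camera (adjusted p = 0.0347), a call lost with an estimated correlation (adjusted p = 0.359) and without Lrp5−/− replicate 2 (adjusted p = 0.154), WT replicate 2 (0.428) or WT replicate 3 (0.0557). Esam is in Table 1, and with the genes of Tables 1 and 2 left out the list did not pass (adjusted p = 0.185). Esam, an endothelial adhesion molecule of the tight junction, had a normalized signal of 376 ± 44.6 (SD, n = 3 mice) in the retinas labelled Lrp5−/− and 650.0 ± 170.0 (SD, n = 3) in WT retinas, a log2 fold change of -0.76 (adjusted p = 0.283). Tjp1, the scaffold protein ZO-1, had a log2 fold change of -0.29 (adjusted p = 0.816). From the lower mRNA of claudin 5, which seals the blood retinal barrier, and the higher mRNA of Plvap, a marker of fenestrated vessels, the paper proposes a link to the increased vascular permeability seen in retinas without Lrp5.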

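Of 9 genes that Table 2 lists for both mutants, 8 had an expressed probe, of which 4 were lower and 1 was higher in the retinas labelled Lrp5−/− at an adjusted p under 0.05 (6 lower and 2 higher adjusted over the list alone). The list was chosen on these arrays, so its direction is not independent evidence. Adgrl4, listed there as Eltd1, an adhesion receptor of endothelial cells, had a normalized signal of 76.4 ± 2.35 (SD, n = 3 mice) against 173 ± 32.6 (SD, n = 3), a log2 fold change of -1.16 (standard error 0.13, adjusted p = 0.00460 from limma; adjusted p = 0.0603 without the retina labelled Lrp5−/− replicate 3). The apelin receptor Aplnr had a log2 fold change of -0.49 (adjusted p = 0.141) and Apcdd1, a Wnt inhibitor that is itself a Wnt target, one of -0.31 (adjusted p = 0.630). Adrenomedullin (Adm) was undetected on all WT arrays. Its group means lay at least 1.14-fold apart, higher in the retinas labelled Lrp5−/−, a difference that did not pass (adjusted p = 0.141). Apod was not analysed here, and the arrays of Norrin mutant retinas were not used here.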

**Figure 4:**
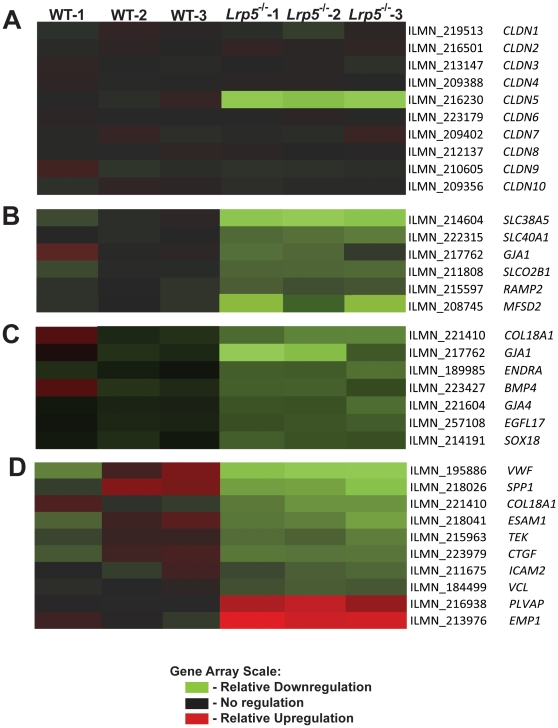
Regulation of tight junction, membrane transport, angiogenic, and cell adhesion genes in the *Lrp5* null retina. Heat maps illustrate the results of a gene array run from whole retinal total mRNA. The most regulated families of genes were (A) claudin family genes, (B) membrane transport genes, (C) angiogenic regulatory genes, and (D) cell adhesion/cell-cell junction genes. Each sample is represented by a block: either wild-type (WT) samples 1 through 3, and Lrp5 null samples 1–3. Relative down-regulation of expression in *Lrp5* null retina compared to WT retina is represented by green, while relative up-regulation is in red. No relative regulation is black (See scale on Figure).

**Table 1:** Selected groups of genes regulated in *Lrp5^−/−^* retina.

Genes:	*Fold change in Lrp5^−/−^ retina*
***Cell Adhesion/Junction***	
claudin 5 (Cldn5)	(−) 8.97
Von Willebrand factor homolog (Vwf)	(−) 2.56
secreted phosphoprotein 1 (Spp1)	(−) 2.32
CD93 antigen (CD93)	(−) 1.89
procollagen, type XVIII, alpha 1 (Col18a1)	(−) 1.72
endothelial cell-specific adhesion molecule (Esam1)	(−) 1.73
endothelial-specific receptor tyrosine kinase (Tek)	(−) 1.48
connective tissue growth factor (Ctgf)	(−) 1.55
intercellular adhesion molecule 2 (Icam2)	(−) 1.31
vinculin (Vcl)	(−) 1.29
plasmalemma vesicle associated protein (Plvap)	(+) 1.78
epithelial membrane protein 1 (EMP1)	(+) 2.08
***Membrane Transporter***	
solute carrier family 38, member 5 (Slc38a5)	(−) 7.11
major facilitator superfamily domain containing 2 (Mfsd2)	(−) 3.26
solute carrier family 40 (iron-regulated transporter), member 1 (Slc40a1)	(−) 2.22
gap junction membrane channel protein alpha 1 (Gja1)	(−) 2.05
solute carrier family 3, member 4 (Slc3a4)	(−) 2.01
solute carrier organic anion transporter family, member 2b1 (Slco2b1)	(−) 1.92
receptor (calcitonin) activity modifying protein 2 (Ramp2)	(−) 1.53
***Blood vessel development/morphogenesis***	
gap junction membrane channel protein alpha 1 (Gja1)	(−) 2.05
procollagen, type XVIII, alpha 1 (Col18a1)	(−) 1.72
endothelin receptor type A (Ednra)	(−) 1.49
bone morphogenetic protein 4 (Bmp4)	(−) 1.42
gap junction protein, alpha 4 (Gja4)	(−) 1.42
EGF-like domain 7 (Egfl7)	(−) 1.38
SRY-box containing gene 18 (Sox18)	(−) 1.38

Note: Retinas were isolated from P8 *Lrp5^−/−^* mice and age matched WT control mice. RNA was isolated and assessed with Illumina gene expression microarray. (−) indicates decreased expression in *Lrp5^−/−^* retina and (+) indicates increased expression in *Lrp5^−/−^* retina compared to WT control.

**Table 2:** Common genes regulated in *Lrp5^−/−^* and *Norrin^−/−^* retinas.

	Fold change	
Genes:	*Lrp5^−/−^*	*Norrin^−/−^* *
***Decreased***		
claudin 5 (Cldn5)	(−) 8.97	(−) 2.03
solute carrier family 38, member 5 (Slc38a5)	(−) 7.11	(−) 14.03
major facilitator superfamily domain containing 2 (Mfsd2)	(−) 3.26	(−) 2.44
EGF, latrophilin seven transmembrane domain containing 1 (Eltd1)	(−) 2.27	(−) 1.72
Apolipoprotein D (Apod)	(−) 1.67	(−) 2.06
Angiotensin receptor-like 1 (Agtrl1)	(−) 1.40	(−) 1.92
Adenomatosis polyposis coli down-regulated 1 (Apcdd1)	(−) 1.25	(−) 1.66
***Increased***		
plasmalemma vesicle associated protein (Plvap)	(+) 1.78	(+) 1.86
Adrenomedullin (Adm)	(+) 1.37	(+) 2.03

Note: Retinas were isolated from P8 *Lrp5^−/−^* mice and age matched WT control mice. RNA was isolated and assessed with Illumina gene expression microarray. (−) indicates decreased expression in *Lrp5^−/−^* retina compared to WT retina, and (+) indicates increased expression in *Lrp5^−/−^* retina.

*: Genes regulated in P7 *Norrin^−/−^* retina were adapted from Schafer et. al. IOVS, 2009 [33].

### Validation of selected genes with RT-qPCR

To validate the genes identified with microarray analysis, we performed RT-qPCR to assess mRNA expression level of selected genes. This analysis confirmed Cln5 and Slc38a5 mRNA levels to be significantly down-regulated in *Lrp5^−/−^* retinas, by 5 fold and 6 fold respectively (**Fig. 5A**). Significant down-regulation was also verified for Gja1 (∼3 fold), Mfsd2 (∼5 fold) using RT-qPCR (**Fig. 5B**). Transcription factor Sox18 is significantly down-regulated on qPCR (∼1.5 fold), with vWF showing a trend of down –regulation (1.4 fold) (**Fig. 5B**). Similarly, qPCR analysis validated increased expression of Plvap (∼4 fold) in *Lrp5^−/−^* retinas (**Fig. 5C**). The increased regulation of EMP1 can not be confirmed with RT-qPCR, suggesting that EMP1 is likely one of the false positive discovery from gene array. Together these data confirm differential expression of the top candidate genes identified with microarray in *Lrp5^−/−^* retinas. Expression levels of these genes are likely regulated either directly as transcription targets of Wnt signaling in cells that normally express LRP5, or through secondary effects responding to primary changes in retinal vascular and neuronal defects in the absence of Lrp5.

**Figure 5:**
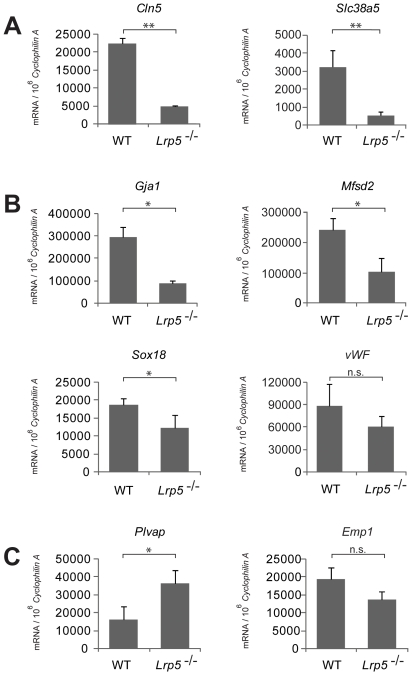
Confirmation of gene expression differentially regulated in Lrp5 null retina with RT-qPCR. Quantification of mRNA (A) *Cln5* and *Slc38a5*, (B) *Gja1*, *Msfd2*, *Sox18*, and *vWF*, and (C) *Plvap* and *EMP1* in WT and *Lrp5* null retina with RT-qPCR at P8. Expression levels were normalized against housekeeping gene *Cyclophilin A*. *p<0.05, **p<0.01.

### Regulation of Wnt ligands in Lrp5^−/−^ retina

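Apart from Lrp5 itself, whose only expressed probe was higher, no listed Wnt ligand, receptor or intracellular component passed the test in the retinas labelled Lrp5−/−. Of 20 listed ligands, 3 had an expressed probe: Wnt5a, with a normalized signal of 112 ± 1.40 (SD, n = 3 mice) against 113 ± 13.4 (SD, n = 3) in WT retinas and a log2 fold change of 0.00 (standard error 0.10, adjusted p = 0.999 from limma), Wnt7b, with 60.9 ± 2.22 against 65.0 ± 9.77 (log2 fold change -0.08, adjusted p = 0.989), and Wnt5b (-0.19, adjusted p = 0.987). Wnt7a, Wnt10b and Norrin (Ndp) were not above background in at least 3 arrays. Of 14 expressed receptors and co-receptors, a list that leaves out Lrp5, none passed, over all probes or adjusted over the list alone: Fzd4 had a log2 fold change of 0.18, Fzd5 of -0.04 and Lrp6 of 0.00 (camera for the list, adjusted p = 0.902). The median of these receptors was -0.02 while camera placed the list upward. Of 36 expressed intracellular components none passed either, with Dvl1 at -0.05 and Ctnnb1 at 0.05 (0.03 to -0.37 on its 3 other probes), and Dvl2 and Dvl3 not above background (camera, adjusted p = 0.114). Simulated arrays had independent errors, equally spread on every array, with variances that limma had shrunk towards a common value. In them limma recovered 29.9% of probes changed 1.3-fold and 98.5% of those changed 2-fold. The real arrays are less even, WT replicate 1 most of all, so these shares can be too high. A 1.3-fold change of a single Wnt gene was therefore not reliably detectable. The simulation changed the whole signal, from which background is not subtracted. At probes near background, such as that of Wnt7b, a change of mRNA moves the signal less. Larger changes of such genes can therefore be missed too. Of 15 expressed target genes of canonical Wnt signaling, none passed over all probes and 5 were lower when adjusted over the list alone. Among these 5 were Ccn2 (log2 fold change -0.67, adjusted p = 0.141), Bmp4 (-0.49, adjusted p = 0.450) and Notum (adjusted p = 0.816). Notum was undetected in the retinas labelled Lrp5−/−, and its group means lay at least 1.13-fold apart, a bound that leaves out sampling error. That list shifted downward (camera, adjusted p = 5.5e-05, and 0.0450 with an estimated correlation). With an estimated correlation the call was lost without any 1 array (adjusted p from 0.0920 to 0.233). Gja1, Ccn2 and Bmp4 are also expressed by vascular cells or astrocytes. Of the genes of this list, 4 (Gja1, Ccn2, Bmp4 and Apcdd1) are in Tables 1 and 2, chosen on these arrays. Without them none of the 11 others passed when adjusted over the list alone, the median log2 fold change was -0.09 and the list did not pass (camera, adjusted p = 0.185).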

To assess whether components of the Wnt pathway are regulated in *Lrp5^−/−^* retinas, we assessed Wnt ligands, receptors and other downstream effectors in gene array and found no substantial changes (**Fig. S1**). In order to corroborate these findings, we screened with RT-qPCR expression levels of several Wnt ligands in *Lrp5^−/−^* and WT retinas at P8. Interestingly we found Norrin levels to be slightly increased in *Lrp5^−/−^* retinas compared to WT (**Fig. 6**). In contrast, the ligands Wnt5a and Wnt10b are both significantly down-regulated by 2–4 fold in *Lrp5^−/−^* retinas compared to WT (**Fig. 6**). In particular, Wnt7b level is significantly down-regulated by >10 fold (**Fig. 6**). Wnt7b secreted by macrophages is implicated in regulation of hyaloid regression [26]; hence decreased Wnt7b levels are likely associated with or contribute to the observed persistence of hyaloid vessels in *Lrp5^−/−^* eyes.

**Figure 6:**
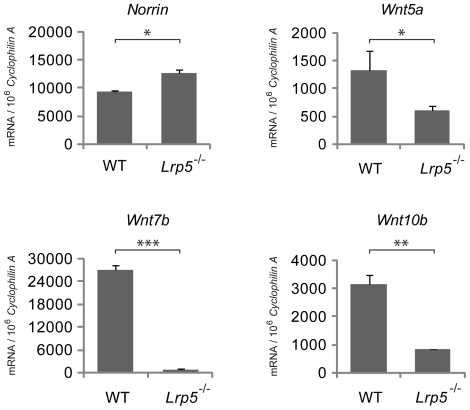
Wnt ligands and receptor regulated in P8 *Lrp5* null retina. Wnt ligand *Norrin*, Wnt5a, Wnt7b, and Wnt10b mRNA expression in WT and *Lrp5^−/−^* whole retinas were quantified with RT-qPCR and normalized to *Cyclophilin A* expression. *p<0.05, **p<0.01.

## Discussion

In this study we assessed gene expression changes in *Lrp5^−/−^* retinas, which may contribute to the delayed and incomplete retinal vascular development in the absence of Lrp5. We found *Lrp5^−/−^* retinas have delayed growth of the superficial layer of retinal vessel and persistant hyaloid vessels. *Lrp5^−/−^* retinas also fail to develop deep layers of retinal capillary networks. As the retina grows and becomes metabolically active, tissue ischemia and hypoxia occur, resulting in abnormal aggregative endothelial lesions in the superficial layer staring from P12 and persisting into adulthood. These cellular changes correspond to visual function deficiency in Lrp5 loss of function mutant mice [19]. Previous studies have reported presence of Lrp5 in retinal vascular endothelial cells and Muller cells [19], [22], suggesting these cells are likely most impacted by lack of Lrp5 to cause the defective retinal vascular and functional phenotype in *Lrp5^−/−^* mice.

The most significantly regulated genes found in *Lrp5^−/−^* retina include cell adhesion proteins, membrane transporters and genes involved in blood vessel growth and morphogenesis. Of particular interest is the tight junction protein Cln5 which is down-regulated in *Lrp5^−/−^* retinas approximately 9 fold. Previous studies have found that Cln5 is regulated in a Wnt dependent manner via ß-catenin [22], [34]. Regulation of Cln5 by Wnt signaling is likely mediated by transcription factor Sox18 [22] which is also significantly down-regulated in the *Lrp5^−/−^* retina. A previous study from our group found that blocking Cln5 significantly suppresses blood vessel endothelial cell growth [22], suggesting that the defective vascular phenotype of *Lrp5^−/−^* retinas is likely attributable in part to Cln5 deficiency. As an integral part of tight junctions, Cln5 may be essential for endothelial cell adhesion, tube formation and organized migration of endothelial cells. Importantly in this context, Cln5 is also significantly down-regulated in *Norrin^−/−^* retinas to a similar extent [33], raising the possibility that Cln5 may mediate common molecular events underlying similar retinal vascular defects in the absence of Wnt signaling.

We found that Slc38a5, an amino acid transporter expressed mainly in Muller cells, ganglion cells and endothelial cells [19], [35], [36], is also significantly down-regulated in *Lrp5* ^−/−^ retinas confirming previous reports. Interestingly, Slc38a5 is down-regulated to a similar extent in *Norrin^−/−^* retinas [33]. Slc38a5 is a neutral amino acid transporter responsible mostly for glutamine uptake in the retina. It is not yet clear whether the *Lrp5* ^−/−^ retina has a deficiency in glutamine transport or glutamate synthesis. However, *Lrp5^r18^* mutant mice have reduced b-wave ERG responses, which is likely attributed to vascular deficiency in the inner retina and may be associated with loss of the glutamate transporter [19], [37]. Whether down-regulation of slc38a5 is linked to the impaired retinal vascular development and neuronal function in Lrp5^−/−^ retina needs further investigation.

Plvap, a vascular permeability marker, is highly up-regulated in *Lrp5* ^−/−^ retina, likely reflecting increased breakdown of the blood retinal barrier [20], [22]. Loss of Wnt signaling is associated with decreased blood barrier integrity not only in the retina but also in the central nervous system in the absence of Wnt ligands Wnt7a and Wnt7b [24], [25]. Similarly, loss of Frizzled4 also causes impairment in blood brain barrier function and increased vascular leakage [16], [21]. In *Lrp5* ^−/−^ retinas, the observed BRB breakdown may be precipitated by decreased levels of Cln5, an essential component of tight junctions [30]. This is consistent with the observation of impaired blood brain barrier function in *Cln5* ^−/−^ mice [38].

The genes identified in this study may not only help to understand the abnormal retinal vascular development in *Lrp5* ^−/−^ eyes, but also elucidate the molecular basis of persistent hyaloid vessels observed in *Lrp5* ^−/−^ eyes. Expression levels of Wnt7b, which has been implicated in macrophage-mediated hyaloid vessel regression [26], is found to be significantly down-regulated in *Lrp5* ^−/−^ eyes. Hence, persistent hyaloid vessels in *Lrp5* ^−/−^ eyes may be partially attributable to Wnt7b deficiency. Persistent hyaloid vessels often occur in association with delayed retinal vascular development in both humans and mice. It remains, however, debatable which process, hyaloid regression or delayed retinal vessel growth, is the primary event. It is conceivable that inadequate retinal vascular growth can cause retinal hypoxia which impedes regression of hyaloid vessels [39]. On the other hand, persistent hyaloid vessels can also suppress the hypothesized “physiologic hypoxia” required for normal retinal vascular development [40], [41]. Interestingly, mice with conditional depletion of VHL (von Hippel-Lindau tumor suppressor protein), which is essential for HIF (hypoxia-inducible factor) signaling, develop persistent hyaloid vasculature [42]. This phenotype is similar to mice with loss of Wnt signaling. Recently a study showed HIF1α can negatively regulate Wnt/ß-catenin activity [43]. Together these data suggested oxygen-sensing mechanisms likely play a significant role in the process of hyaloid regression and retinal vessel development, and Wnt signaling may act synergistically with oxygen-sensing pathways to mediate both hyaloid vessel regression and retinal vascular development.

As Wnt signaling is implicated in many biological processes during development and disease, it is sensible to question whether Wnt signaling acts beyond the hereditary retinopathies to play a role in other more prevalent, postnatally occurring retinopathies such as retinopathy of prematurity (ROP) and diabetic retinopathy. Our previous work indicates that Wnt signaling affects not only vascular growth during retinal development but also pathologic neovascularization in proliferative ischemic retinopathy [22]. Studies from other groups also show that Wnt signaling affects inflammation and oxidative stress in animal models of diabetic retinopathy [44], [45], [46] and age-related macular degeneration [47]. Targeting Wnt signaling pathway, therefore, appears to be an appealing approach to prevent and treat not only genetic eye disorders such as FEVR, but also other vascular eye diseases.

## Materials and Methods

### Animals

These studies adhered to the Association for Research in Vision and Ophthalmology (ARVO) Statement for the Use of Animals in Ophthalmic and Vision Research and were approved by the Children's Hospital Boston Animal Care and Use Committee (animal protocol approval ID 10-08-1770R). *Lrp5^−/−^* mice (stock no. 005823; Jackson Laboratory, developed by Deltagen Inc.) and its wild type control C57Bl/6J mice (stock no. 000664; Jackson Laboratory) were used for this study.

### Retina dissection, vessel staining and flat mount

Mice at postnatal day 8, 12 and 17 were anesthetized with Avertin (Sigma-Aldrich) and sacrificed by cervical dislocation. Eyes were enucleated and fixed in 4% paraformaldehyde for 1 h at room temperature, followed by isolation and dissection of the retina. To visualize the retinal vasculature, retinas were stained overnight at room temperature with fluoresceinated *Griffonia Bandeiraea Simplicifolia* Isolectin B_4_ (Alexa Fluor 594 conjugated; I21413; Invitrogen; 1∶100 dilution) in 1 mM CaCl_2_ in PBS. After 2 h of washes in PBS, retinas were whole-mounted onto Superfrost/Plus microscope slides (12-550-15; Fisher Scientific) with the photoreceptor side down. Retinas were then imbedded in SlowFade Antifade reagent (S2828; Invitrogen) to preserve the stain. Retinal vasculatures were imaged with a Zeiss microscope. Vascularized retinal areas were quantified with photoshop as described previously [48], [49], [50].

### Eye and brain sectioning and staining

For histochemistry, eyes and brains were enucleated and fixed in 4% paraformaldehyde for 1 h at room temperature, followed by removal of cornea and lens. The eye cups were subsequently rinsed with PBS and placed in 30% sucrose overnight at 4°C, embedded in OCT and frozen on dry ice. Retinal samples were cryosectioned into 12-µm sections, and collected on slides. Sections were stained with isolectin (1∶100 in PBS with 1 mM CaCl_2_) to visualize vessels and mounted with Vectashield mounting medium for fluorescence with DAPI (Vector Laboratories, Inc. Burlingame, CA).

### RNA isolation and cDNA preparation

For each time point, total RNA was extracted from the retinas of 6 mice, each from a different litter. Retinas were lysed with a mortar and pestle and filtered through QiaShredder columns (Qiagen, Chatsworth, MD, USA). RNA was then extracted as per manufacturer's instructions using the RNeasy Kit (Qiagen). The RNA was then pooled to reduce biologic variability (n = 6). To generate cDNA, 1 µg total RNA was treated with DNase I (Ambion Inc.) to remove any contaminating genomic DNA, and was then reverse transcribed using random hexamers, and SuperScript III reverse transcriptase (Invitrogen Corp., Carlsbad, CA, USA).

### Gene expression microarray

Total retinal RNA was isolated from 3 *Lrp5* ^−/−^ and 3 WT mice. Gene expression microarray analysis was performed using an Illumina mouse gene microarray, with each sample being a biological replicate (n = 3 per group; Mouse-WG6 expression BeadChip; Illumina, San Diego, CA). All data is MIAME compliant and the raw data was deposited in a MIAME compliant database (GEO, accession number GSE32145). The chip contains ∼45,000 probe sets representing ∼34,000 genes. Microarray studies, from cDNA synthesis to raw data normalization were performed by the Molecular Genetics Core Facility at Children's Hospital Boston. Briefly, total RNA (1 µg each) were reverse transcribed, followed by a single *in vitro* transcription amplification to incorporate biotin-labeled nucleotide, and subsequent hybridization and staining with strepatavidin-Cy3 according to the manufacturer's instructions. The chip was scanned with Illumina BeadArray Reader to measure the signal intensity by the labeled target. Raw data were analyzed with the microarray software (Bead Studio Gene Expression version 3.4.0) for quality control, background analysis and normalization with rank invariant algorithm. Normalized data were further analyzed with the SAM program (Significant Analysis of Microarray) [29] using p<0.05 and a delta of 0.19. Resulting gene lists for both *Lrp5^−/−^* and WT retinas were grouped using online tool Gene Ontology Enrichment Analysis Software (GOEAST Tools), which is hosted by Institute of Genetics and Developmental Biology, Chinese Academy of Sciences [51]. Heat maps demonstrating differential gene expression were generated by adjusting the average signal of each sample to their respective log10 values. The average of the three WT signals was then used as the baseline for normal gene expression. Each value from *Lrp5* ^−/−^ retina was normalized to the average WT value and assigned a number between −1, which represented downregulation, 0, which represented no gene regulation, and +1, which represented upregulation. These values were then plotted in Microsoft Excel and colors were assigned to values using the Conditional Formatting function. Maps were then imported into Adobe Illustrator (CS4) to enhance contrast and resolution.

### Quantitative real-time PCR analysis of gene expression

PCR primers targeting *Lrp5* (F: 5′-AAG GGT GCT GTG TAC TGG AC-3′, R: 5-AGA AGA GAA CCT TAC GGG ACG-3′), *Frizzled4* (F: 5′-TTC CTT TGT TCG GTT TAT GTG CC-3′, R: 5′-CTC TCA GGA CTG GTT CAC AGC-3′), *Norrin* (F: 5′-GTG AGG GGC ACT GCA GCC AG-3′; R: 5′-CAG CGC AGA CGC AGA GCC TT-3′), *Claudin5* (F: 5′-GCA AGG TGT ATG AAT CTG TGC T-3′, R: 5′-GTC AAG GTA ACA AAG AGT GCC A-3′), *Plvap* (F: 5′-GCT GGT ACT ACC TGC GCT ATT-3′, R: 5′-CCT GTG AGG CAG ATA GTC CA-3′), *Wnt5a* (F: 5′-CAA CTG GCA GGA CTT TCT CAA-3′, R: 5′-CAT CTC CGA TGC CGG AAC T-3′), *Wnt7b* (F: 5′-GGT GTG GCA GTG TAC CTG CAA-3′, R: 5′-GTG AAG ACC TCG GTG CGC T-3′), *Wnt10b* (F: 5′-GAAGGGTAGTGGTGAGCAAGA-3′, R: 5′-GGT TAC AGC CAC CCC ATT CC-3′), *Gja1* (F: 5′- ACA GCG GTT GAG TCA GCT TG-3′, R: 5′- GAG AGA TGG GGA AGG ACT TGT -3′), *EMP1* (F: 5′- TTG GTG CTA CTG GCT GGT CT -3′, R: 5′- CAT TGC CGT AGG ACA GGG AG-3′), *Mfsd2* (F: 5′- AGA AGC AGC AAC TGT CCA TTT -3′, R: 5′- CTC GGC CCA CAA AAA GGA TAA T-3′), *Sox18* (F: 5′- ATG CCA CTA CAC TCC CCT ACC A-3′, R: 5′- CTG CTC TCT TCT GGA CAG GAC AT-3′), *slc38a5* (F: 5′- CAA CCT CAG CAA CGC TAT CAT-3′, R: 5′- CAG GTC CAA ATG CCC TCT G-3′), *Dvl1* (F: 5′- ATG AGG AGG ACA ATA CGA GCC-3′, R: 5′- GCT TCC GAA CTA GCC GAG AG-3′), *Dvl2* (F: 5′- TGT CGT CAG ATA CCC CAC AG-3′, R: 5′- CTG GAT ACA TTA GGG TGG AAG GA-3′), *Dvl3* (F: 5′- ACA CGG AGA CCG ACT CCT T-3′, R: 5′- AGG GTA GAT GAA CTG TCA TAG CC-3′), *vWF* (F: 5′- CAA TGG CAC CGT AAC GCA G-3′, R: 5′- TGG AGA GCT TAT AGT ACC CAG C-3′) and an house keeping control gene, *Cyclophilin A* (F: 5′-AGG TGG AGA GCA CCA AGA CAG A-3′, R: 5′-TGC CGG AGT CGA CAA TGA T-3′), were designed using Primer Bank and NCBI Primer Blast Software.Express software (Applied BioSystems). We used three methods to analyze primer sequences for specificity of gene detection. First, NCBI Blast module was used to identify primer and probe sequences that specifically detected the sequence of choice. Second, amplicons generated during a PCR reaction were analyzed using the first derivative primer melting curve software supplied by Applied BioSystems. This analysis determines the presence of amplicons on the basis of a specific melting point temperature. Third, amplicons generated were gel purified and sequenced by the Children's Hospital Boston Core Sequencing Facility. This further confirmed the selection of the desired sequence. Quantitative analysis of gene expression was determined using an ABI Prism 7700 Sequence Detection System (TaqMan) and the SYBR Green Master mix kit. Standard curves for each gene were plotted with quantified cDNA template during each real-time PCR reaction. Each target gene cDNA copy number was normalized to 10^6^ copies of the house keeping gene, *cyclophilin A* using delta-delta CT method.

### Statistics

Results are presented as mean±SEM for animal studies and mean±SD for the non-animal studies. A 2-sample *t* test was used as a post test unless otherwise indicated.

## Supporting Information

Figure S1 Heat maps illustrating expression profiles of other members of the Wnt pathway regulated in *Lrp5* null retina in a gene array run from whole retinal mRNA. The genes analyzed include (A) Wnt ligands, (B) Wnt receptors, and (C) other components downstream of Wnt signaling.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

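Retinal RNA of 3 mice labelled Lrp5−/− and 3 WT mice at postnatal day 8 was measured on Illumina Mouse-WG6 BeadChips, 1 array per mouse. The paper calls each sample a biological replicate. The authors labelled 1 cRNA per mouse with biotin, stained the arrays with streptavidin-Cy3, scanned them and used Bead Studio for quality control, background analysis and normalization. The deposited signal intensity of each probe comes in a non-normalized table and in a table that the authors normalized between arrays with the rank invariant algorithm, both on a linear scale with the background not subtracted. The deposited detection p-value of each probe on each array compares it with negative control beads, and it is the same in both tables (0 cells differ). The values of the series table equal those of the normalized table (0 cells differ), so this alternative is the same data.

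Of 45281 probes, 34885 have 1 gene symbol in the platform annotation, 18 have several and 10378 are unnamed here. Symbols were updated through the Entrez identifier against the RefSeq gene table of GRCm38.p6, where 34807 probes matched and 0 symbols changed. The gene positions of that table were used only to find which genes neighbour Lrp5. The per-array columns of the tables were all used (0 left out). The probe identifiers that Figure 4 prints, 31 in all, match none of the probe identifiers of the tables (0 found), so each gene is represented by its expressed probe with the highest mean log2 signal over all 6 arrays, with other expressed probes given for Ide, Tmem181a, Col18a1, Ctnnb1, Acta2 and BC028528, where they differ. Spp1, Apod and Ednra have no probe under that symbol in the annotation used and were not analysed here.

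Signals below 16 were set to 16, which touched 1 value, and log2 was taken. Probes with a detection p under 0.05 in at least 3 of the 6 arrays (20721) were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no block), and p-values were adjusted by the Benjamini-Hochberg method over these probes. Adjusted p-values without another name come from this fit. Fold changes of probes close to background are understated, and where a probe is undetected on every array of a group, the fold is given as a bound against the lowest signal of a detected probe on each array. The bound takes the group means as measured and leaves out their sampling error. The array intensity over background and the number of arrays limit the precision. Of 35 gene lists, 34 with at least 5 expressed genes were tested with camera, with a preset inter-gene correlation of 0.01 and 1 probe per gene, and again with an estimated correlation and with fry.

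The lists, the rule for named genes, and the tests and alternatives other than those given as chosen later were fixed before the data were examined. The rule took every gene that the paper names (whose values in Tables 1 and 2 had been seen), up to 15 genes with the largest change in each direction among probes past an adjusted p of 0.05 whose groups do not overlap, up to 4 members of each list with the smallest p, Lrp5 with any changed gene within 10 Mb of it, and Nnt, which carries a known deletion in C57BL/6J mice. Nnt had a log2 fold change of -0.13 (adjusted p = 0.987). Some further members of the lists are named where a passage gives the values of a list.

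The limma fit was tested on simulated arrays with the real means, the variances as limma shrinks them towards a common value, and 200 of 20721 probes changed. The simulated errors were independent and equally spread on every array. The real WT replicate 1 lay further from its group than the other arrays (residual SD 0.26 against 0.15 to 0.19), so the real recovery can be lower. The fit made 173 calls, of which 152 were changed probes and 21 were not. This is a false share of 12.1%, above the nominal 5% that the adjusted p of 0.05 sets. The recovery was 29.9% at 1.3-fold, 98.5% at 2-fold and 100% at 4-fold. These folds are of the signal with its background, so they do not give the recovery of mRNA changes at probes near background.

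The alternatives were other normalizations of the non-normalized signals (quantile, neqc with an offset of 16, median scaling, none), a floor of 1 (which changed no expressed probe), 50 added to each signal, other filters on detection, SAM with a delta of 0.19 as the paper's methods give it, the methods' t-test, an intensity trend, array weights, 1 probe per gene, the replicate number as a block, and each array left out in turn. A slide block was not run, because the tables name no slide. The WT array of low signal was also left out with the filter recomputed, and the lists were tested without the genes of Tables 1 and 2 and, with each array left out, with an estimated correlation; these alternatives were chosen after seeing the data. RT-qPCR, staining of vessels and other ages were not analysed here.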

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

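The tests of Ide, of the Lrp5 probe and of the pan-endothelial genes without Cldn5, Slc38a5, Mfsd2a and Plvap were chosen only after the results were seen. The genes given first passed an adjusted p of 0.05 from limma, are not named in the paper's text and had groups of 3 retinas that did not overlap.

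Lower in the retinas labelled Lrp5−/− were the transcription factor Foxq1 (log2 fold change -1.28, adjusted p = 0.000136; undetected on the arrays labelled Lrp5−/−, so at least 1.90-fold), the sulfate transporter Slc13a4 (-1.00, a fold of 2.01, adjusted p = 0.00256), the lipase inhibitor Angptl4 (-0.85, adjusted p = 0.00258), Arap3 (-0.80, adjusted p = 0.00381), the hormone-binding protein Crhbp (-0.77, adjusted p = 0.0127), the transcription factor Ets1 (-0.65, adjusted p = 0.0395) and the cone arrestin Arr3 (-0.64, adjusted p = 0.0329). Table 1 gives the same fold for Slc3a4, a symbol that no probe carries here, and whether this entry is Slc13a4 is not known. Higher were Esm1 (0.64, adjusted p = 0.0354) and Gpihbp1 (0.63, adjusted p = 0.0302), both undetected on the WT arrays, so at least 1.29-fold each, and 1 probe of Tmem181a (0.59, adjusted p = 0.0395), whose brightest probe had a log2 fold change of 0.36. Of these, Foxq1, Slc13a4 and Angptl4 stayed past the threshold in all 6 fits without a single array, Arap3 in 5, Crhbp in 2 and the others in 1. BC028528, also lower (-0.61, adjusted p = 0.0295; -0.18 on a dimmer probe), falls outside the rule for named genes and was chosen after its values were seen.

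Vascular genes were lower as a group, and a lower share of endothelial cells in the retina would lower genes of all endothelium by about the same factor, and the paper shows a smaller vascularized area in these mice. Cldn5, Slc38a5 and Mfsd2a fell by more than the pan-endothelial median of -0.44 less 2 SD (a bound of -1.12). The smallest of the 3 changes was -1.71, and Plvap, also endothelial, was higher (0.83). These 4 genes are in Tables 1 and 2, chosen on these arrays, so their distance from the median is partly a result of that choice. The paper's RT-qPCR gives the same directions for them. Within that limit the values argue against a lower share as the whole cause for these 4 genes, and for no others. The other 24 pan-endothelial genes had a median of -0.4378 and 22 log2 fold changes below 0. Of these 24, 8 lie more than 2 standard errors from the median, against the 6 that independent chance errors allow (95% binomial limit). Above the median lie 5, with Emcn at 0.25, and below it 3 (Vwf, Cd93 and Adgrl4). Of the 14 that are not in Tables 1 and 2, whose genes were chosen on these arrays, 5 lie that far from their own median of -0.32, against 4. Both counts are above the limit set for 1 common factor, but they cannot decide against it. Background is not subtracted, so 1 factor would change dim and bright probes by unlike log2 folds. Errors of genes on the same arrays also need not be independent. A lower share of endothelial cells and less mRNA per cell cannot be told apart for these 24 genes, since both lower the median. The loss of Lrp5, the biological explanation that the design names, stays open and could act through either. The paper proposes that this loss delays the growth of retinal vessels.

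The only expressed Lrp5 probe was higher in the retinas labelled Lrp5−/− (log2 fold change 0.824, standard error 0.11). It stayed past the threshold under 2 of 4 other normalizations, quantile (0.80, adjusted p = 0.00896) and neqc (1.36, adjusted p = 0.00471), and lost its call with median scaling (0.69, standard error 0.13, adjusted p = 0.243) and with no normalization (0.73, standard error 0.29, adjusted p = 1), where the SD between WT arrays on the log2 scale rose from 0.18 to 0.23 and 0.32. The call thus depends on the normalization, while the groups did not overlap under any of the 4. The signal of this probe alone cannot tell exchanged labels of both groups from a place of the probe outside the deleted part. Where the probe lies is not known here. The paper's RT-qPCR runs the same way as the arrays for the genes of Fig. 5 other than Emp1, whose increase it did not show. For Vwf it is a trend. The paper's Table 2 gives the same directions in retinas without Norrin, for a list that holds only genes regulated in both mutants. The lower endothelial genes also go with the smaller vascularized area that the paper shows in Lrp5−/− mice. These observations speak against exchanged array labels without settling the question. A transcript altered by the allele is an untested biological explanation.

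Ide, which encodes insulin-degrading enzyme, was lower on 1 of its 3 expressed probes (log2 fold change -2.34, standard error 0.24, adjusted p = 0.00256), in all 6 fits without a single array. The other probes had log2 fold changes of -0.117 and 0.09, which argues against a copy-number difference between the 2 groups that covers the gene. Group means cannot test a copy-number difference between single mice. The brightest Ide probe ran from 596 in WT replicate 1 to 1009.9 in WT replicate 3. A sequence or transcript difference at 1 probe between the mouse stocks remains a candidate explanation, since 1 of the probes passed, but it needs the probe sequence, which was not used here. An effect of Lrp5 on 1 transcript of Ide was not tested.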

How the results depend on the processing

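The recomputation without WT replicate 1 on a filter from the 5 other arrays, the lists without the genes of Tables 1 and 2, and the estimated correlation with an array left out were chosen after seeing the data; the first is called the recomputed filter here. Against 18 lower and 6 higher probes at an adjusted p under 0.05, median scaling gave 9 and 1, no normalization 2 and 0, 50 added to each signal 9 and 2, array weights 74 and 24, SAM 128 and 7 (a median of 34.5 false calls, 25.6%), the recomputed filter 58 and 23, and detection in all 6 arrays 3 higher. The methods' t-test gave 0 and 0 after the adjustment, against 1006 probes at an unadjusted p under 0.05 from limma, and 87 lower and 31 higher at its unadjusted threshold with 1.3-fold. Leave-one-out fits gave 9 to 62 lower and 1 to 23 higher, the most without WT replicate 1, and all 24 probes kept their direction in each. At p under 0.05 and 1.3-fold (118 lower and 54 higher), neqc gave 262 and 266, no normalization 28 and 5, 50 added 59 and 16, the recomputed filter 183 and 96, and leave-one-out fits 117 to 189 and 57 to 104; higher counts were 99 with no filter, 83 with array weights, 29 with 1 probe per gene, 31 with the methods' t-test and 7 with SAM. The Lrp5 probe (log2 fold change 0.82) was higher in every setting and lost its call with median scaling (0.69, adjusted p = 0.243), no normalization (0.73, adjusted p = 1), 50 added (0.48, adjusted p = 0.0857) and the methods' t-test (adjusted p = 0.550); leave-one-out gave 0.72 to 0.90 (adjusted p from 0.00411 without WT replicate 1 to 0.121), with the call lost without any 1 of the arrays labelled Lrp5−/− and without WT replicate 3. The shift of the claudins was lost with an estimated correlation (adjusted p = 0.0555) and without the genes of Tables 1 and 2 (0.148), which turned that of gap junction genes (0.0272) upward (0.994). The gap junction call was also lost with an estimated correlation (adjusted p = 0.165), with no filter (0.275), without WT replicate 1 (0.0666) and without WT replicate 2 (0.0723). Without WT replicate 1, bipolar cell genes turned from no call to a downward call (adjusted p = 0.0222; 0.0215 with the recomputed filter) and cell cycle genes from a downward call to an upward direction (adjusted p = 0.453; 0.450); with all arrays the latter call (adjusted p = 0.0205) was also lost with an estimated correlation (adjusted p = 0.579). The same array left out gave downward calls for rod (adjusted p = 2.2e-07), cone (0.00169), red blood cell (0.0121), microglia (0.0247) and pericyte genes (0.0301) and an upward one for lens genes (0.000269), all lost with an estimated correlation (0.127 to 0.474; bipolar 0.474). Over the leave-one-out fits the adjusted p ran from 0.0222 to 0.669 for bipolar cell genes and from 8.22e-05 to 0.453 for cell cycle genes. The causes were not tested. The replicate numbers do not pair the samples: same-numbered arrays had correlations of -0.21, -0.15 and -0.28 of their deviations from the group means, and no sample correlated best with its own number; with the replicate block 11 probes were lower and 2 higher, and the Lrp5 probe had a log2 fold change of 0.82 (adjusted p = 0.0663). Of 1155 recomputed single-gene values, 994 kept their direction and side of the threshold or were never called, 133 lost and 28 gained a call, and 0 called ones changed sign (41 uncalled ones did). Pan-endothelial and barrier endothelial lists kept their downward call in each single setting, but with an estimated correlation lost it without the genes of Tables 1 and 2 (0.178 for each) and, apart from barrier genes without WT replicate 3 (0.0496), without any 1 array. Signals near background limit the folds. A slide block was not run, because the tables name no slide.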

Differences from the paper's values

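No test in this part was chosen after its result was seen. The paper reports 11,790 expressed probes; here 20721 probes had a detection p under 0.05 in at least 3 of the 6 arrays. The paper's text gives no rule for this count. Of the alternatives set before the data were examined, detection in all 6 arrays (17193 probes) and a detection p under 0.01 in all 6 arrays (15146) lie within 1.5 times of the paper's count, and a detection p under 0.01 in at least 3 arrays (18260), under 0.05 in at least 1 array (23628) and under 0.01 in at least 1 array (20132) do not.

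The paper reports 13 up-regulated genes at p under 0.05 and 1.3-fold with SAM; here limma gave 54 higher probes at an unadjusted p under 0.05 and 1.3-fold, with the SAM threshold not applied. Of the alternatives, 50 added to each signal before the log (16 probes) lies within 1.5 times of the paper's count. The others do not: quantile 55, neqc 266, median scaling 64, no normalization 5, the series table 54, a floor of 1 54, no filter 99, detection in all 6 arrays 36, a detection p under 0.01 49, an intensity trend 54, array weights 83, 1 probe per gene 29, the replicate block 57, the methods' t-test 31, SAM with 1.3-fold 7, and leave-one-out fits 57 to 104. On the lower side, the paper's 80 genes stand beside 118 probes, within 1.5 times; SAM with 1.3-fold gave 102, the methods' t-test 87 and 1 probe per gene 90.

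The paper's RT-qPCR gives Wnt5a, Wnt7b and Wnt10b as lower in mutant retinas (Fig. 6) and Norrin as higher; on the arrays Wnt5a had a log2 fold change of 0.00 and Wnt7b of -0.08, neither past the test, and Wnt10b and Ndp were not above background in at least 3 arrays. The expressed Wnt7b probe lay close to background (60.9 in the retinas labelled Lrp5−/− against 65.0, detected on 2 of 3 arrays of each group). Its value is therefore no test of the fall that RT-qPCR gives. On the arrays the paper, too, reports no substantial change of Wnt pathway genes. Gja1 and Sox18, which the paper calls lower, passed the unadjusted p of 0.05 with 1.3-fold here but not the adjusted threshold. Of all recomputed fits, Gja1 passed the adjusted threshold only without Lrp5−/− replicate 3 (adjusted p = 0.00674) and Sox18 only with array weights (adjusted p = 0.0374). These settings are given because they passed. The 25 fold changes of Tables 1 and 2 with an expressed probe have the direction that the paper gives.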

Other observations

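The lists without the genes of Tables 1 and 2 and the estimated correlation with an array left out were chosen only after the results were seen. Genes that respond to hypoxia were higher as a list in the retinas labelled Lrp5−/−, although none passed alone over all probes. Of 22 expressed genes, 21 had a log2 fold change above 0, with a median of 0.25, and 4 were higher when adjusted over the list alone: Ankrd37 (0.50, adjusted p = 0.134), Adm (undetected on the WT arrays), the glycolytic enzyme Pgk1 (0.37, adjusted p = 0.702) and the kinase Pdk1 (0.33, adjusted p = 0.690). The list shifted upward by camera (adjusted p = 4.9e-13), a call lost with an estimated correlation (adjusted p = 0.0660), and it kept its direction with quantile normalization, neqc, median scaling, no normalization and 50 added to each signal. The brightest probe of Vegfa had a log2 fold change of 0.40 (adjusted p = 0.906). The vascular basement membrane list shifted downward (13 expressed genes, 1 lower; camera, adjusted p = 1.8e-05; adjusted p = 0.0657 with an estimated correlation), and pericyte and smooth muscle genes did not pass (camera, adjusted p = 0.140), with Acta2 at 0.42 (0.06 to 0.13 on its 3 other probes) and Des at -0.28. Without the genes of Tables 1 and 2, which hold Adm and Col18a1, the hypoxia list (adjusted p = 4.1e-11) and the basement membrane list (0.00116) kept their calls with the preset correlation and not with an estimated one (0.178 for each). The pericyte and smooth muscle list passed downward with median scaling (adjusted p = 0.0128), no normalization (0.0103), no filter (0.0345) and without WT replicate 1 (0.0301; 0.307 with an estimated correlation).

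Among 13 expressed cone genes the cone arrestin Arr3 alone passed, and of 10 astrocyte genes 3 were lower and 1 higher when adjusted over the list alone, with Igfbp2 at 0.65 (adjusted p = 0.254); the median of that list was 0.02 while camera placed it downward (adjusted p = 0.665). Lens genes had a median log2 fold change of 0.21 (camera, adjusted p = 0.163); the list passed upward without Lrp5−/− replicate 1 (adjusted p = 2.7e-08), without WT replicate 1 (adjusted p = 0.000269) and with no normalization (adjusted p = 0.00379), the first 2 calls lost with an estimated correlation (0.277 and 0.474; 0.812 with all arrays), and the leave-one-out fits ran up to 0.776. The immediate-early gene Egr1 had a log2 fold change of -0.69 (adjusted p = 0.0992).

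The mice labelled Lrp5−/− are of the strain B6.129P2-Lrp5tm1Dgen/J, so a segment of the other parental strain around Lrp5 on chromosome 19 is a possible explanation for changed probes. Of 24 changed probes 23 lie outside the 10 Mb around Lrp5, where 1 of 275 expressed probes changed, that of Lrp5 itself, against 23 of 17282 elsewhere (Fisher's exact test, two-sided p = 0.3156, odds ratio 2.74; p from 0.204 to 0.349 in the other windows and thresholds; the whole chromosome also holds Ide). The segment does not account for the changed probes as a set, although 1 changed probe inside is too few to test the genes near Lrp5. All WT mice are of another strain, so genotype and mouse stock differ together on every array. Other differences between the stocks cannot be told apart from the loss of Lrp5. Over the 10 splits of the arrays into 3 and 3, the real one gave 24 probes past an adjusted p of 0.05 and the highest other one 13, so 1 split reached the real count, and so few splits cannot give a share under 0.05. That other split, Lrp5−/− replicate 1 with WT replicates 2 and 3, had 1989 probes at an unadjusted p under 0.05 against 1006 for the real one, which points to a structure among the arrays beside the genotype. The lens genes Cryba2, Crybb3 and Cryaa divided the arrays in the same way, while the lens gene Cryab did not. Cryba2 had signals of 71, 689.2 and 323 in the retinas labelled Lrp5−/− and 370.8, 158.1 and 69 in WT retinas. The cause of this structure was not tested.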
